# UM-164, a Dual Inhibitor of c-Src and p38 MAPK, Suppresses Proliferation of Glioma by Reducing YAP Activity

**DOI:** 10.3390/cancers14215343

**Published:** 2022-10-29

**Authors:** Huizhe Xu, Ye Zhang, Jia Liu, Jing Cui, Yu Gan, Zhisheng Wu, Youwei Chang, Rui Sui, Yi Chen, Ji Shi, Haiyang Liang, Qiang Liu, Shulan Sun, Haozhe Piao

**Keywords:** UM-164, glioma, YAP, proliferation, c-Src, p38

## Abstract

**Simple Summary:**

UM-164, as a high-potency c-Src inhibitor, is the original lead compound to be developed for targeting triple-negative breast cancer. Here we validated the fact that UM-164 induces the inhibition of glioma cell proliferation, migration and spheroid formation, as well as cell cycle arrest in the G1 phase. Moreover, UM-164 triggers YAP translocation to the cytoplasm, reduces the activity of YAP, and decreases the expression levels of CYR61 and AXL, which are generally known as YAP target genes. We further demonstrated that p38 appears to play a greater role than Src in the declined YAP activity mediated by UM-164. Additionally, UM-164 restrains glioma growth in vivo. Therefore, our data provide the first evidence that UM-164 exerts anti-tumor outcomes in glioma via the Hippo-YAP signaling pathway.

**Abstract:**

UM-164 is a dual inhibitor of c-Src and p38 MAPK, and has been a lead compound for targeting triple-negative breast cancer. UM-164 shows stronger binding to the active sites of Src compared with the conventional Src inhibitor Dasatinib. While Dasatinib has displayed some inhibitory effects on glioma growth in clinical trials, whether UM-164 can suppress glioma growth has not been reported. Here we show that UM-164 suppressed the proliferation, migration and spheroid formation of glioma cells, and induced cell cycle arrest in the G1 phase. Moreover, UM-164 triggered YAP translocation to the cytoplasm and reduced the activity of YAP, as evidenced by a luciferase assay. Accordingly, UM-164 markedly decreased the expression levels of YAP target genes CYR61 and AXL. Importantly, ectopic expression of wild-type YAP or YAP-5SA (YAP constitutively active mutant) could rescue the anti-proliferative effect induced by UM-164. Intriguingly, p38 MAPK appears to play a greater role than Src in UM-164-mediated inhibition of YAP activity. Furthermore, the in vitro anti-glioma effect mediated by UM-164 was confirmed in a xenograft glioma model. Together, these findings reveal a mechanism by which UM-164 suppresses the malignant phenotypes of glioma cells and might provide a rationale for UM-164-based anti-glioma clinical trials.

## 1. Introduction

Glioma, derived from glial cells, is the most common primary tumor of the central nervous system [1]. The benefit of standard treatment for patients with glioma (surgery combined with radiotherapy and chemotherapy) has reached a bottleneck due to its high malignancy. At present, the commonly used molecular targeted drugs for glioma include anti-tumor alkylating agents, small molecule protein kinase inhibitors and humanized monoclonal antibodies, such as temozolomide, imatinib and bevacizumab [2,3,4]. However, prolonged use of these drugs can lead to problems such as reduction of white blood cells and platelets, as well as proteinuria [5,6,7]. Therefore, it is urgent to search for novel therapeutic drugs.

In recent years, studies have shown that glioma development can be inhibited by targeting various signaling pathways, including PI3K/AKT/mTOR, Hippo, MEK/ERK and p38 MAPK [8,9,10,11,12]. As a crucial protein in the development of multiple pathways, Src is a homologous gene of the sarcoma virus oncogene v-Src in cells, and is the first proto-oncogene encoding a non-receptor tyrosine kinase to be discovered [13]. With further research, high levels and protein activity of c-Src have been observed in cancer. It is known that c-Src plays a key role in multiple signaling pathways of cell proliferation, migration and angiogenesis [14]. Src is also closely related to the occurrence and development of glioma [15,16,17,18]. Accordingly, interfering with the expression or activity of Src could inhibit the proliferation, migration, invasion and growth of glioma [19], highlighting that Src could be a therapeutic target for glioma. Nonetheless, conventional Src inhibitors including Dasatinib and Bosutinib have not demonstrated significant efficacy in phase II clinical trials for glioma stem cells (GSCs) or recurrent GBM due to tumor heterogeneity and the differential influence of Src family kinases on glioma growth [20,21,22]. Combining Src inhibitors with compounds targeting other key regulators or signaling pathways, such as BI2536 (PLK1 inhibitor), KX2-361 (Tubulin inhibitor) and JSI-124 (STAT3 inhibitor), has achieved notable consequences for glioma treatment in vitro and in vivo [23,24,25,26]. UM-164 (also known as DAS-DFGO-II) is a highly potent c-Src inhibitor that can bind to the inactive kinase conformation of c-Src and is more potent than Dasatinib in its Src active site binding ability [27]. Because UM-164 can alter c-Src localization in triple negative breast cancer (TNBC) cells and displays anti-TNBC cell proliferative activity, UM-164 is a promising lead compound for the treatment of TNBC [28]. In addition, UM-164 can also effectively inhibit the activation of p38α and p38β MAPK. However, the anti-tumor activity of UM-164 in glioma has not been reported.

YAP (Yes-associated protein) is a core effector of the Hippo pathway that is activated by translocation from the cytoplasm to the nucleus, thereby regulating gene expression and promoting tumorigenesis. A transcriptional activation domain (PPXY) at the carboxyl terminus of YAP indicates that YAP has an auxiliary transcriptional activity as a transcription coactivator [29,30]. The four amino acid residues at the hydroxyl end of YAP can bind to PDZ-domain-containing proteins, such as ZO-2, and this interaction causes YAP to accumulate in the nucleus. Therefore, the binding of YAP to the PDZ domain is considered to regulate the nucleoplasmic transport of YAP in cells [31,32]. In the nucleus, YAP cannot bind DNA directly and it exerts its transcriptional activity mainly by binding to TEADs, a family of proteins containing the TEA domain, for transcription of AXL, CYR61, CTGF and other target genes.

The upstream kinases of the Hippo pathway, such as LATS1/2, negatively regulate the transcriptional co-activation ability of YAP by retaining it in the cytoplasm and inducing its degradation [33]. MST1/2 phosphorylation activates LATS1/2, which subsequently phosphorylates YAP or its homolog TAZ. The phosphorylation of YAP/TAZ by LATS1/2 occurs at serine/threonine residues in the HxRxxS motif. S127 (S89 corresponding to TAZ) and S381 (S311 corresponding to TAZ) play an important role in YAP localization. Meanwhile, the YAP protein is relatively stable, and its protein level is regulated mainly depending on its localization [34].

Src and YAP are coexpressed in normal organs and tissues, and the interaction between the two is crucial for maintaining the physiological function of normal cells [35]. Importantly, upon Src activation, YAP is activated as a result of LATS1 activity repression by the directly phosphorylation of LATS1 at tyrosine residues [36,37]. Moreover, several previous studies have shown that the Src inhibitor Dasatinib could inhibit the expression of YAP in a variety of cancer cells, including renal cell carcinoma, breast cancer and non-small cell lung cancer. In addition, JNK and p38 MAPK signaling cascades regulate YAP nuclear expression in PNX-induced alveolar regeneration, and JNK or p38 MAPK inhibitors could block the induction of YAP nuclear expression [38]. Therefore, as a dual inhibitor of Src and p38, the activity and cellular localization of YAP by UM-164 attracted our attention.

In this study, we investigated the impact of UM-164 on glioma cell growth. We show for the first time that UM-164 hijacks the Hippo/YAP pathway to exert anti-glioma activity.

## 2. Materials and Methods

### 2.1. Cells and Plasmids

HMC, LN229 and SF539 cell lines were obtained from the American Type Culture Collection (ATCC), cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 5% or 10% fetal bovine serum (FBS) according to the instructions. The patient-derived glioblastoma cells GBM1492 were a gift from Dr. Zhiyou Fang, Hefei Institutes of Physical Science, Chinese Academy of Sciences. GBM1492 spheroids were cultured in a three-dimensional (3D) culture system supplied with DMEM/F12 medium supplemented with 2% B27, 20 ng/mL EGF and 20 ng/mL bFGF. All cells were incubated at 37 °C in a 5% CO_2_ incubator. Plasmids (PQCXIH-vector, PQCXIH-YAP, PQCXIH-YAP-5SA, V5-vector, V5-Src-wt, V5-Src-Y527F, Flag-vector and Flag-p38) were kind gifts from Dr. Songshu Meng, Dalian Medical University.

### 2.2. Antibodies and Reagents

Antibodies against Cyclin D1, CDK2, CDC6, pSrc, Src, pp38, p38, pYAP, YAP and AXL were purchased from Cell Signal Technology. Antibodies against CYR61 were purchased from Santa Cruz Biotechnology. Antibodies against Ki67 were purchased from Bioworld Technology. Antibodies against Lamin A+C, GAPDH and α-Tubulin, as well as secondary antibodies, were purchased from Huabio Biotechnology. UM-164 was purchased from Selleck. Cell Counting Kit-8 (CCK8) was purchased from Apexbio Technology. Nuclear and cytoplasmic extraction reagents were purchased from ThermoFisher Scientific.

### 2.3. Cell Viability, Colony Formation, Cell Migration and 3D Culture Assays

Cells were respectively seeded at a density of 2000 cells/well into 96-well cell culture plates and then treated with UM-164 at different concentrations for the indicated time. Cell viability was measured with CCK8 according to the manual. Cells were seeded into 6-well plates and treated with UM-164 for the colony formation assay. For the cell migration assay, cells were resuspended in 200 μL serum-free media and seeded into the upper chamber after pre-treatment with mitomycin C and UM-164; the complete medium with a total volume of 700 μL was added into the lower chamber. Then, cells were fixed with 4% paraformaldehyde and stained with 0.2% crystal violet. The 3D culture assay was performed as previously described [25].

### 2.4. Flow Cytometric Analysis

Cells were treated with vehicle or UM-164 for 24 h, and then harvested and fixed with ice-cold 70% ethanol overnight at 4 °C (LN229 cells), or 3.7% paraformaldehyde for 15 min (SF539 cells). Cells were incubated with PBS containing 50 µg/mL propidium iodide (PI), 100 µg/mL RNase A and 0.02% (*w*/*v*) TritonX-100 for 30 min at 37 °C in the dark. All samples were analyzed by flow cytometry.

### 2.5. Nuclear and Cytoplasmic Extraction

Cells were digested and harvested by centrifugation at a speed of 500× *g* for 5 min. Nuclear and cytoplasmic extraction was performed with the kit purchased from Thermo according to the instructions. Antibodies against Lamin A/C and tubulin were used as references for nuclear cytoplasmic proteins, respectively.

### 2.6. Immunoblotting, Immunofluorescence and Immunohistochemistry

Immunoblotting, immunofluorescence and immunohistochemistry were performed as previously described [39]. Details of the proportion of antibodies used are provided in Table S1.

### 2.7. Quantitative Real Time PCR (qRT-PCR)

Total RNA was extracted from cells pretreated with vehicle or UM-164. cDNA was obtained by using the PrimeScript™ RT reagent Kit (Takara, Kusatsu, Japan), and qRT-PCR analysis was performed using TB Green^®^ Premix Ex Taq™ (Takara) and the CFX96TM Optics Module following the manufacturer’s instructions. The relative transcription levels of the genes were calculated using the delta-delta-Ct (ΔΔCT) method (expressed as 2^−ΔΔCT^) and normalized to GAPDH as an endogenous control. Primers are shown as follows:
axl: F-AACCTTCAACTCCTGCCTTCTCG R-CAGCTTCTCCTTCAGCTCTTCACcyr61: F-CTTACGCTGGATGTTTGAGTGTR-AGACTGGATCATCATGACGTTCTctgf: F-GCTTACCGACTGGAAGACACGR-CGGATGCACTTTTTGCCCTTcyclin d1: F-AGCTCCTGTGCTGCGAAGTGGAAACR-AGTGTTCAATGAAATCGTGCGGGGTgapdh: F-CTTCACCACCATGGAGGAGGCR-GGCATGGACTGTGGTCATGAG

### 2.8. RNA-seq

LN229 cells were treated with 100 nM UM-164 or DMSO for 24 h, and then the total RNA of the cells was extracted using Trizol. RNA-seq was performed by LC Bio Technology Co., Ltd. (Hangzhou, China). The total RNA quantity and purity were analyzed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, Santa Clara, CA, USA, 5067-1511); high-quality RNA samples with RIN number > 7.0 were used to construct the sequencing library. Gene differential expression analysis was performed with DESeq2 software between two different groups (and with edgeR between two samples). The genes with a false discovery rate (FDR) parameter below 0.05 and an absolute fold change ≥ 2 were considered differentially expressed genes. The RNA-seq dataset was deposited in the Gene Expression Omnibus (GEO) with accession number GSE213586.

### 2.9. Xenograft Tumor Models

Six-week-old male nude mice (Beijing Vital River Laboratory Animal Technology Co., Ltd., Beijing, China) were subcutaneously inoculated in the flank with LN229 cells (3 × 10^6^ cells in 100 μL PBS/mouse) to induce tumor development. When tumors reached an average volume of 100 mm^3^, mice were randomly divided into 3 groups and intraperitoneally (i.p.) injected with saline, 5 mg/mL or 10 mg/mL UM-164 every three days. Mice were sacrificed after 6 weeks, and tumor sessions were fixed for immunohistochemistry analysis or lysed with lysis buffer for WB assays. All the animal experiments have been approved by the Animal Ethics Committee of Dalian Medical University.

### 2.10. Statistical Analysis

Differences between experimental groups were evaluated by one-way ANOVA or the Student test, using the Graphpad Prism 8 software package to analyze the results. Statistical significance was based on a *p*-value of 0.05.

## 3. Results

### 3.1. UM-164 Inhibits Glioma Cell Growth

We first evaluated the effect of UM-164 on glioma cell growth with the CCK8 assay. The results showed that UM-164 treatment significantly inhibited cell growth of two glioma cell lines, LN229 and SF539, compared with vehicle treatment, with a more potent effect observed in SF539. The half-maximal inhibitory concentration (IC50) values of UM-164 at 24, 48 and 72 h were 10.07, 6.20 and 3.81 µM, respectively, in LN229 cells, and 3.75, 2.68, and 1.23 µM, respectively, in SF539 cells (Figure 1A). Therefore, 50 and 100 nM concentrations of UM-164 were used to treat glioma cells in subsequent cell experiments.

We also investigated the anti-tumor effects of UM-164 on GBM1492 patient-derived glioblastoma cells. As illustrated in Figure 1B, UM-164 markedly inhibited the growth of human primary glioma cells with an IC50 of 10 µM at 24 h. However, UM-164 treatment did not significantly affect the growth of human microglial cells (Figure 1B).

In Figure 1C, the cell colony formation experiments revealed that UM-164 could effectively inhibit the proliferation of glioma cells in a dose-dependent manner. In addition, transwell migration assays showed that the migratory abilities of LN229 and SF539 cells were greatly reduced after treatment with 100 nM UM-164 for 24 h (Figure 1D). To examine the effect of UM-164 on 3D glioma spheroids, we plated glioma cells in ultra-low attachment cell culture plates incubated with a 3D culture medium for 12 days. The results showed that in the presence of UM-164, the numbers and sizes of the LN-229- and SF539-derived spheroids were significantly reduced compared with vehicle treatment (Figure 1E).

### 3.2. UM-164 Induces Glioma G1 Phase Cell Cycle Arrest

To investigate the mechanism by which UM-164 inhibits glioma cell proliferation, we determined whether the inhibitory effect of UM-164 on the tested glioma cells is related to cell cycle progression by flow cytometry analysis. As shown in Figure 2A, treatment of LN229 cells with 50 or 100 nM UM-164 significantly increased the number of cells in G1 phase from 64.95% (control) to 71.44% and 75.79%, respectively. The number of cells in the G1 phase increased from 51.64% to 60.80% and 66.68%, respectively, in UM-164-treated SF539 cells, indicating that UM-164 induces cell cycle arrest.

We further conducted a Western blot assay to determine the effect of UM-164 on the protein levels of cell cycle regulatory proteins such as cyclin D1, CDK6 and CDC6. Figure 2B showed that these G1/S phase regulators are consistently and significantly decreased in both LN229 and SF539 cells following incubation with increasing doses of UM-164 (Figure 2C). In addition, a time-course expression pattern of these cell-cycle regulators was also observed (Figure 2D,E). We found that the protein levels of cyclin D1, CDK6 and CDC6 were reduced in UM-164-treated glioma cells in both dose- and time-dependent manners.

### 3.3. UM-164 Restrains YAP Nuclear Localization and Its Downstream Signaling

Since UM-164 is a highly effective Src and p38 MAPK inhibitor, we examined the changes in the phosphorylation levels of p38 and Src in glioma cells in response to UM-164, and the Src inhibitor Dasatinib was included as a control [40,41]. As shown in Figure 3A, p-p38 and p-Src (Y416) protein levels were simultaneously significantly decreased after UM-164 treatment of glioma cells. However, Dasatinib treatment resulted in a marked increase in p38 MAPK activation in LN229 and SF539 cells, although Src phosphorylation levels were more significantly decreased in these cells.

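LN229 is an established human glioblastoma cell line, and UM-164 is an inhibitor of c-Src and p38. The RNA-seq experiment holds 2 libraries of cells given vehicle (DMSO) and 2 libraries of cells given 100 nM UM-164, all at 24 h. The paper's text does not say whether the libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The submitters' processing notes name cutadapt 1.9, FastQC and the GRCh38 genome, the series text names HISAT2 as the aligner, and the methods name DESeq2 for the comparison of groups. The program that made the expression values is not given in the sources used here. The authors deposited FPKM (fragments scaled by transcript length and by the mapped fragments of the library) for 27694 genes in each library, and FPKM holds no read counts. The depth behind a value is therefore unknown, but the smallest common step among low values differed between libraries by at most 1.11 times, which would be their relative depth if that step is 1 fragment. Whole reads could not be recovered from these steps. Log2(FPKM + 0.5) of the 11516 genes with a mean FPKM of at least 1 was compared between the groups with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2(FPKM + 0.5) scale, which understates the change of genes with low values. Data of 11516 independent genes with 2 libraries per group were simulated from the variance model that limma fitted here. Under that model the test recovered 39.4% of genes changed by a log2 fold change of 1 and 88.6% of those changed by 2. Ribosomal, 7SL and related non-coding RNAs took 3.55% ± 0.25 (SD, n = 2) of the summed FPKM in vehicle libraries and 10.7% ± 1.03 (SD, n = 2) in UM-164 libraries. With 2 libraries against 2, the smallest p of a two-sided exact permutation test is 0.33, so no single value can pass on its own by that test.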

To further explore the mechanism of action of UM-164 in glioma cells, we performed RNA sequence (RNA-seq) analysis of LN229 cells treated with 100 nM UM-164 or vehicle. This analysis showed that UM-164 treatment significantly upregulated a total of 172 genes and downregulated 171 genes (|log2FC| ≥ 1 & q < 0.05) in LN229 cells (Table S2). 

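Among genes at an adjusted p under 0.05 from limma, AL662884 (ENSG00000273333) and AL662899 fell the most in UM-164-treated cells, at log2 fold changes of -4.71 and -4.66, and MIR4426 rose the most, at 6.14. CCN1 (ENSG00000142871), the secreted matricellular protein CYR61, lies on chromosome 1 of GRCh38 from 85580761 to 85583962 (GENCODE v29) and had an FPKM of 50.6 ± 0.0324 (SD, n = 2) in vehicle and 7.85 ± 0.0169 (SD, n = 2) in UM-164 libraries. DKK1, a secreted Wnt antagonist, had a log2 fold change of -2.49 (standard error 0.15, adjusted p = 0.0101 from limma), and CPA4, a carboxypeptidase, one of -2.49 (standard error 0.13, adjusted p = 0.00682 from limma). FOSL1, an AP-1 subunit, fell from 118 ± 8.50 to 29.2 ± 0.851 FPKM (SD, n = 2 each; adjusted p = 0.00625 from limma), and CCL2, a chemokine, fell from 86.1 ± 3.21 to 22.2 ± 1.49 FPKM (SD, n = 2 each; adjusted p = 0.00648 from limma). The matrix protein gene THBS1 had a log2 fold change of -2.18, KRT80 of -2.42, STC2 of -1.68 and CBFB of -1.60, each at an adjusted p under 0.05 from limma. Among the rises, MYCN, a MYC family transcription factor, went from 2.01 ± 0.0770 to 7.31 ± 0.313 FPKM (SD, n = 2 each; adjusted p = 0.0159 from limma). RN7SL1, the RNA of the signal recognition particle, had a log2 fold change of 2.26 and the mitochondrial ribosomal RNA MT-RNR1 of 1.64, with adjusted p = 0.0101 and 0.0159 from limma. GAGE12D and RPL17-C18orf32 were listed at 0 in both vehicle libraries and at 20.0 and 20.3, and 19.5 and 18.4 FPKM, in the UM-164 libraries. GAGE12D belongs to a family of near-identical copies, and RPL17-C18orf32, MIR4426, AL662884 and AL662899 share nearly all their exon length with another gene on the same strand, so their values are uncertain.
Over the 11516 genes tested, 39 genes were higher and 49 were lower in UM-164 libraries at an adjusted p under 0.05 from limma and a log2 fold change of at least 1 in size, and 52 were higher and 99 lower at the adjusted p alone. Without vehicle replicate 1 the same test called 4 genes higher and 0 lower at both thresholds (1186 and 1292 at an unadjusted p under 0.05), and without vehicle replicate 2 it called 6 higher and 0 lower (1261 and 1081). With no filter on low values 3 genes were higher and 1 was lower, with no trend of the variance on expression 22 and 28, and with the authors' deposited p-values adjusted over the tested genes 105 and 107.

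**Figure D1:**
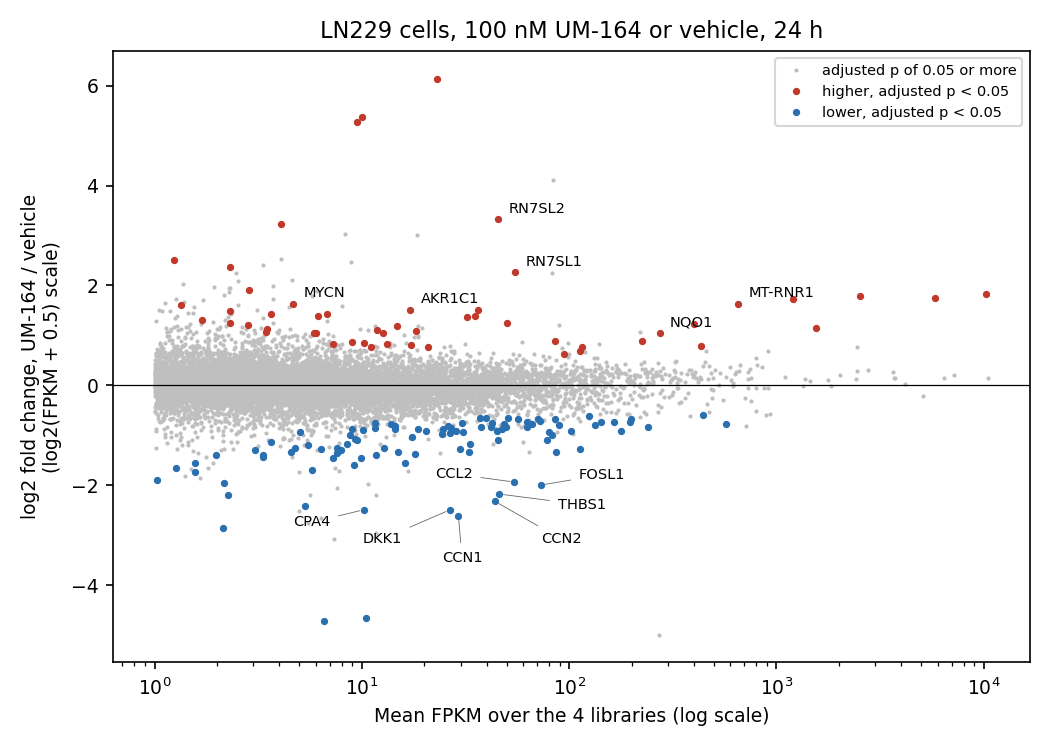
Log2 fold change of UM-164 over vehicle against mean FPKM over the 4 libraries on a log axis, one point per tested gene. Red points are the 52 genes higher and blue points the 99 genes lower at an adjusted p under 0.05 from limma; CCN1, DKK1 and CPA4 lie between -2.61 and -2.49.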

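The gene lists were set when only part of Table S2 had been read, with the fold changes of the genes in that part in view. Members already seen are named here only for the YAP/TAZ signature. The counts and p-values of all lists are therefore not tests of lists set independently of these data. Of 19 genes of the SRF/MRTF and actin cytoskeleton list, 5 were lower and none higher (14 lower when adjusted over the list alone), among them the tropomyosin gene TPM1, with a log2 fold change of -1.55, the non-muscle myosin gene MYH9, at -0.91, and the filamin gene FLNA, at -0.61. Of 8 AP-1 subunits, 3 were lower and none higher (3 lower when adjusted over the list alone), which were FOSL1, FOSL2 and JUN, the last at a log2 fold change of -0.77. Of 17 output and feedback genes of the ERK pathway, 4 were lower and none higher (6 lower and 1 higher when adjusted over the list alone). Those lower included EPHA2, a receptor tyrosine kinase, at -1.34 and the early response gene EGR1 at -1.27. The gene higher over the list alone was the feedback gene SPRY4, at 0.62. Of the 17 fold changes, 11 were below 0 and 6 above. Of 6 cytokine and chemokine genes, CCL2 and LIF were lower and none was higher (5 lower when adjusted over the list alone), and LIF had a log2 fold change of -1.32. Of 14 extracellular matrix genes, 2 were lower, among them THBS1, and none was higher (6 lower when adjusted over the list alone). The camera test, with a preset correlation between genes of 0.01, placed each of these lists lower than other genes, with adjusted p = 2.91e-10 for the actin list, 4.01e-05 for AP-1 subunits, 0.00531 for ERK outputs, 3.12e-07 for cytokines and 0.000951 for matrix genes. Over genes with a mean FPKM of at least 5 the ERK outputs did not pass (adjusted p = 0.237 from camera). With an estimated correlation no list of the 40 tested passed, and the lowest was an adjusted p = 0.259. That setting refers the statistic to the few degrees of freedom of 4 libraries, so it has little power here. The actin list had an estimated correlation of -0.010, below the preset one, yet its unadjusted p went from 1.46e-11 to 0.0181 from camera. Its miss is therefore not evidence that correlation between genes accounts for it.
Of 13 NRF2 target genes, 3 were higher and none lower (6 higher when adjusted over the list alone), namely the aldo-keto reductases AKR1C1, at a log2 fold change of 1.52, and AKR1C3, at 0.83, which are close paralogs, and the quinone reductase NQO1, at 1.05. Of 7 glial and neural stem cell genes, MYCN, FABP7 and S100B were higher and none was lower (5 higher and 1 lower when adjusted over the list alone), and FABP7, a brain fatty acid-binding protein, had a log2 fold change of 1.25. Of 9 genes for Src family kinases and p38 MAPKs none was called in either direction by limma, also when adjusted over the list alone, and SRC itself had a log2 fold change of 0.13 (standard error 0.10, adjusted p = 0.515 from limma). The list of ribosomal and signal recognition particle RNAs, which also holds the non-coding RNAs RN7SK, RMRP and RPPH1, had 9 of 11 genes higher, RN7SK among them, and none lower (11 higher when adjusted over the list alone), at a median log2 fold change of 1.78.

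**Figure D2:**
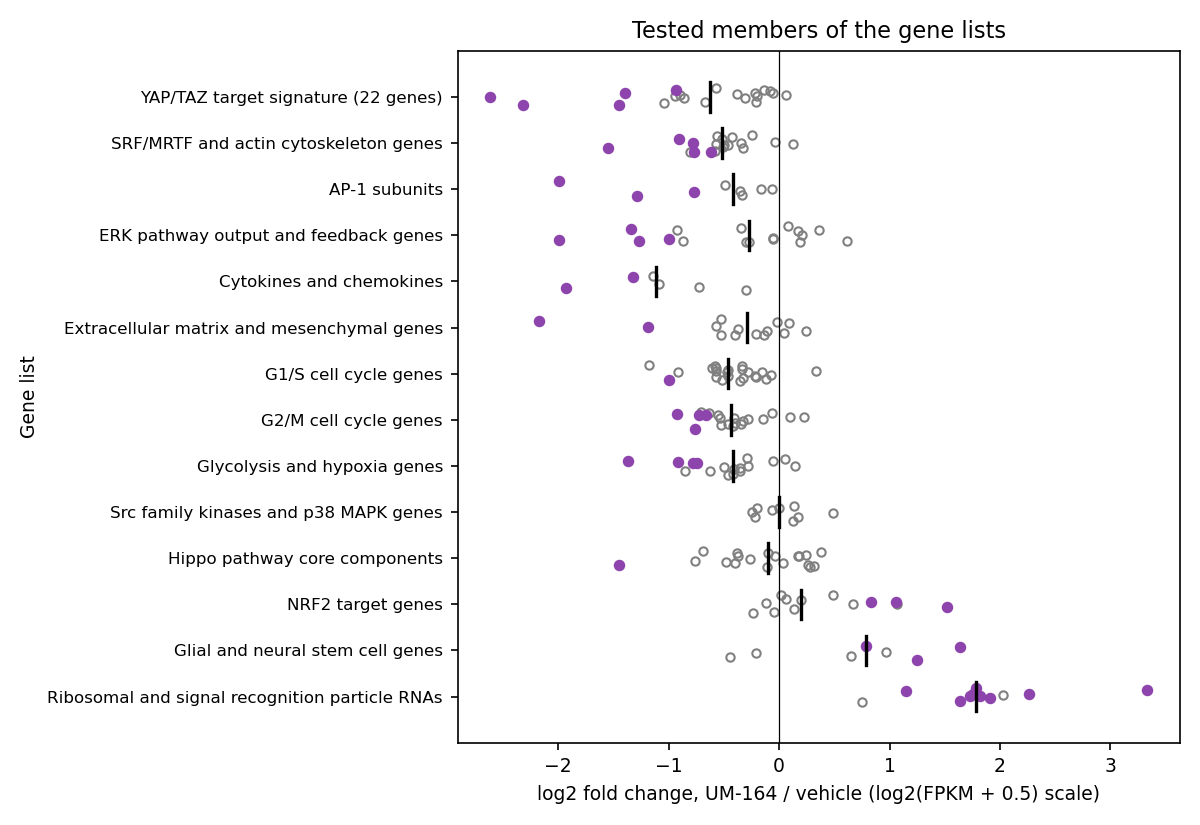
Log2 fold change of each tested member of 14 gene lists, with filled points for an adjusted p under 0.05 from limma, open points for the others and a black line at each list's median. The medians run from -1.12 for cytokines and chemokines to 1.78 for the list of ribosomal and signal recognition particle RNAs.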

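YAP and TAZ are transcriptional co-activators that the Hippo pathway kinases LATS1 and LATS2 keep out of the nucleus. Of the 20 tested genes of a published signature of YAP/TAZ targets, of which CCN1, CCN2, AXL and AMOTL2 had been seen in Table S2 when the list was set, 5 were lower in UM-164 libraries and none was higher (11 lower when adjusted over the list alone), and 19 of the 20 fold changes were below 0, with a median of -0.62. CCN1 and CCN2, which encode the secreted proteins CYR61 and CTGF, had the largest changes. CCN1 had a log2 fold change of -2.61 (standard error 0.09, adjusted p = 0.00168 from limma). CCN2 lies on chromosome 6 of GRCh38 from 131948176 to 131951373 (GENCODE v29), and its FPKM was 73.5 ± 0.891 (SD, n = 2) in vehicle and 14.3 ± 1.27 (SD, n = 2) in UM-164 libraries, a log2 fold change of -2.32 (standard error 0.10, adjusted p = 0.00490 from limma). The angiomotin-like gene AMOTL2 had a log2 fold change of -1.45, the tissue factor gene F3 of -1.39 and the receptor tyrosine kinase gene AXL of -0.93 (adjusted p = 0.0303, 0.0348 and 0.0252 from limma). AXL went from 106 ± 2.91 to 55.2 ± 4.19 FPKM (SD, n = 2 each). In 15 of the 20 genes both UM-164 libraries lay below both vehicle libraries, against 25.5% of all tested genes. IGFBP3 and PTPN14 had log2 fold changes of 0.06 and -0.06 and did not pass.
CCND1, the gene of cyclin D1, which is outside that signature, went from 110.0 ± 10.5 to 54.7 ± 1.59 FPKM (SD, n = 2 each), a log2 fold change of -0.997 (standard error 0.10, adjusted p = 0.0256 from limma). YAP1 had a log2 fold change of -0.48 (adjusted p = 0.451 from limma) and the TAZ gene WWTR1 of 0.18 (adjusted p = 0.402 from limma), and neither passed. Of 19 core components of the Hippo pathway, AMOTL2 was lower and none was higher (1 lower when adjusted over the list alone). Of 98 tested members of the KEGG Hippo signaling pathway, 6 were lower and 1, the Wnt receptor gene FZD9 at a log2 fold change of 1.31, was higher (12 lower and 2 higher when adjusted over the list alone). The 68 members not among the labels read in Fig. 3B had 33 fold changes below 0 and 35 above. The 30 tested labels were displayed by the study from these same libraries and all fell, so leaving them out removed only falls. The split of the other members therefore cannot show whether the fall was confined to the displayed genes. The camera test gave an adjusted p = 5.24e-10 for the YAP/TAZ signature and 0.00326 for the KEGG Hippo list, both lower, and 0.274 for the core components, which did not pass, against an adjusted p = 0.266, 0.489 and 0.612 with an estimated correlation. Leaving out vehicle replicate 1 or vehicle replicate 2 gave CCN1 a log2 fold change of -2.61 or -2.61 and CCN2 one of -2.33 or -2.31. CCND1 then had one of -1.09 or -0.90 and AXL one of -0.96 or -0.90. The calls of these genes did not hold in either fit, where the lone vehicle library is assumed to vary like the other group. From limma CCND1 also had an adjusted p = 0.0564 and 0.0582 without UM-164 replicate 1 or 2, 0.0501 by quantile normalization, 0.0731 with no trend and 0.178 with no filter, AXL had 0.0730 without UM-164 replicate 2, 0.0734 with no trend and 0.178 with no filter, and CCN2 had 0.0793 with no filter.

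**Figure D3:**
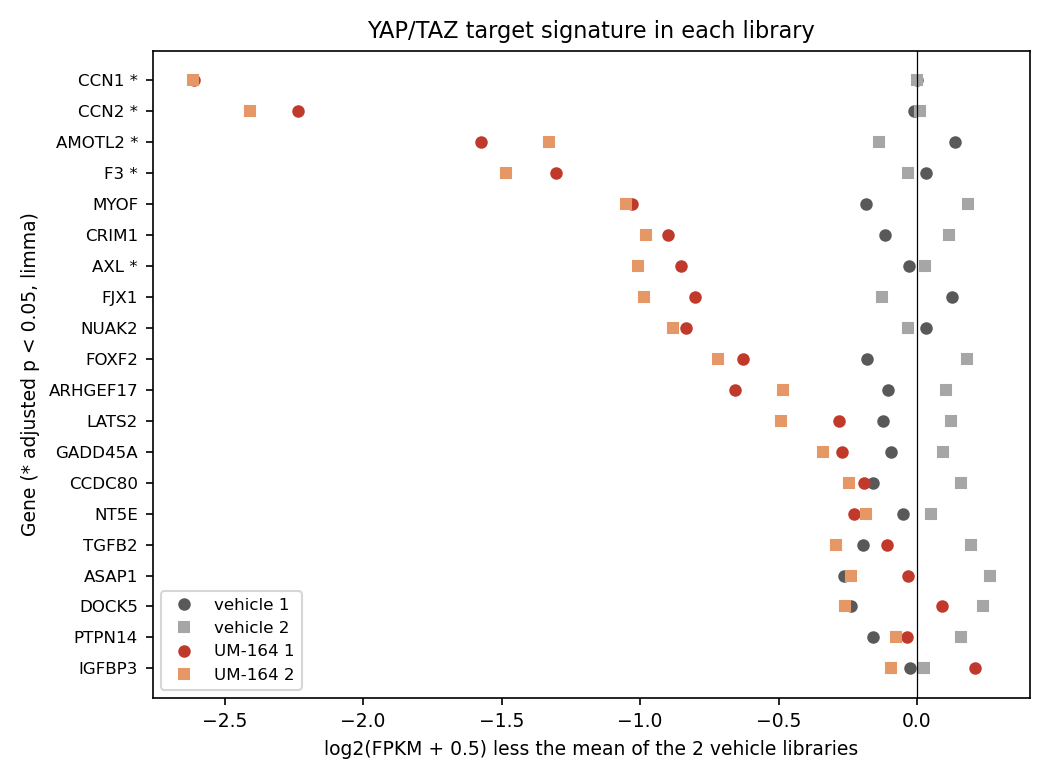
Log2(FPKM + 0.5) of each of the 20 tested YAP/TAZ signature genes in the 2 vehicle and 2 UM-164 libraries, less the mean of the vehicle libraries. The UM-164 libraries lie furthest to the left for CCN1 and CCN2, at mean differences of -2.61 and -2.32, and asterisks mark the 5 genes at an adjusted p under 0.05 from limma.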

Of note, a number of Hippo pathway-related and YAP target genes were among those downregulated (Figure 3B). Next, quantitative real-time PCR was performed to examine the transcriptional change in four potential YAP target genes (cyr61, ctgf, ccnd1 and axl) in glioma cell lines upon UM-164 treatment. Indeed, UM-164 significantly reduced the mRNA levels of cyr61, ctgf, ccnd1 and axl in both LN229 and SF539 cells (Figure 3C). In Figure 3D, exposure to UM-164 in glioma cells led to elevated YAP phosphorylation at serine 127 or 397, accompanied with a decrease in the protein levels of YAP targets CYR61 and AXL, indicating an inhibitory effect of UM-164 on YAP activation and activity.

Furthermore, immunofluorescence (IF) assays revealed that YAP nuclear localization (green) was significantly reduced upon exposure to UM-164 treatment for 24 h (Figure 3E), while YAP retention in the cytoplasm was substantially increased compared with the vehicle control (arrow). Next, we examined YAP protein levels in UM-164-treated glioma cells using a nuclear and cytoplasmic extraction kit. In line with the IF results, the level of YAP protein in the nuclei was significantly reduced with UM-164 treatment (Figure 3F). We wondered if Dasatinib exhibits the same effect on YAP activity as UM-164. Dasatinib increased the phosphorylation level of YAP at serine 127, but the effect was much lower than that of UM-164. Likewise, UM-164 was more effective than Dasatinib in reducing the expression of the YAP downstream proteins CYR61 and AXL (Figure 4A and Figure S2A,B). These results demonstrate that Dasatinib is not as potent as UM-164 for attenuating YAP target proteins.

### 3.4. UM-164 Hinders Glioma Cell Proliferation via the Hippo-YAP Pathway

To prove a critical role of YAP in UM-164-induced inhibition of glioma cell growth, we transfected PQ-Vector, PQ-YAP-WT and PQ-YAP-5SA into two glioma cells and then exposed these cells to 100 nM UM-164 for 24 h. YAP-WT or YAP-5SA, which is a constitutively active mutant, could provoke the expression of YAP downstream genes. Consequently, both YAP-WT and YAP-5SA could prevent the reduction of AXL and CYR61 protein levels induced by UM-164 (Figure 4B and Figure S2C). Moreover, ectopic expression of YAP-WT or YAP-5SA also significantly restored the colony-forming ability of the cells compared to the vector control (Figure 4C and Figure S3A).

In the canonical Hippo pathway, YAP is phosphorylated by the upstream MST1/2-LATS1-2 kinase cascade. We pretreated glioma cells with XMU-MP-1, an MST1/2 inhibitor [42,43]. As shown in Figure 4D,E and Figure S2D, XMU-MP-1 significantly reversed UM-164-mediated inhibition of YAP target gene expression as well as inhibition of growth in LN229 and SF539 cells, indicating that the Hippo-YAP pathway is involved in the inhibitory effect of UM-164 on glioma cell proliferation.

### 3.5. p38 MAPK Is More Prominent in Blocking UM-164-Mediated Anti-YAP Activity

Given that UM-164 is a dual inhibitor of c-Src and p38, we next asked whether UM-164 inhibits glioma cell growth mainly via c-Src and/or p38. To clarify this, we transfected V5-Vector, V5-Src-WT and V5-Src-Y527F or Flag-Vector and Flag-p38 WT into LN229 and SF539 cells, and then treated the cells with UM-164. The results in Figure 5A showed that V5-tagged Src and its constitutively activate mutant partly rescued the UM-164-induced reduction of AXL and CYR61 abundance in glioma cells. Noteworthy, ectopic expression of p38 MAPK completely blocked the downregulation of YAP target proteins by UM-164 (Figure 5B), indicating that p38 MAPK is responsible for the UM-164-induced decrease in the levels of AXL and CYR61. Accordingly, p38 MAPK overexpression significantly reverted UM-164-repressed colony sphere formation in LN229 and SF539 cells compared to vector control (Figure 5C,D). Together, these results suggest that p38 MAPK but not Src might be the key mediator in UM-164-mediated anti-YAP activity and suppression of glioma cell growth.

### 3.6. UM-164 Suppresses Glioma Xenograft Growth

To substantiate our in vitro findings, a nude mouse xenograft model was established by subcutaneous injection of LN229 cells. Fifteen tumor-bearing mice were randomly divided into three groups to be administered saline and UM-164 at a dose of 5 mg/kg or 10 mg/kg by intraperitoneal injection every three days. As depicted in Figure 6A,B, the mice treated with UM-164 showed an obvious trend of persistent atrophy compared with the control group, and the effect of the 10 mg/kg group was superior to that of the 5 mg/mL group.

Ki67 staining confirmed decreased proliferation in tumors treated with UM-164 (Figure 6C,D). Likewise, the expression of cyclin D1 and CYR61 in tumor tissues was markedly reduced, as examined by immunohistochemistry analysis and Western blotting, respectively (Figure 6C–F). All these results confirmed that UM-164 had a strong inhibitory effect on glioma cell growth in the nude mouse xenograft model.

## 4. Discussion

Glioma is an aggressive cancer that can develop in the brain or spinal cord. Previous studies have demonstrated that changes in various signaling molecular pathways play an important role in occurrence and development of glioma. Based on preclinical studies, it is known that activation of Src and/or p38MAPK signaling pathways promotes glioma development and progression [44,45,46]. By utilizing potent inhibitors to target Src or p38MAPK-related signaling pathways, the proliferation and migration of glioma cells could be greatly inhibited [47]; therefore, the development of compounds targeting both Src and p38MAPK simultaneously is promising in anti-glioma therapy.

The Hippo pathway is an evolutionarily conserved signaling pathway that regulates organ size development, regeneration and carcinogenesis in multicellular organisms. Its abnormality is closely related to the occurrence and development of tumors. YAP and TAZ, the two coactivators involved in the Hippo pathway, are found to be highly active in a variety of cancers due to their roles in regulating cell proliferation and apoptosis, and when dysfunctional, lead to malignant tumors [48]. Recent studies have shown that the Hippo signaling pathway is regulated by upstream regulators, such as the p38MAPK and ERK/JNK signaling pathways [49,50]. Salloum et al. reported that YAP activation in nonalcoholic fatty liver disease (NAFLD) may be driven by FFA-induced p38/MAPK activation [51]. In addition, YAP contains an SH3-binding domain that can directly bind to the non-receptor tyrosine kinase Src [52]. Studies also showed that Src activation mediates YAP dysregulation, invasiveness and drug resistance in tumors [53,54]. UM-164 was discovered as a potent Src inhibitor. Surprisingly, it was found to inhibit p38MAPK activity. As a novel dual inhibitor of Src and p38MAPK, research on UM-164 as a tumor therapeutic agent is still missing and its mechanism of action in tumors remains to be explored.

Here, our study shows for the first time that UM-164 can reduce the proliferation of glioma cells by inhibiting the activity of YAP. We further demonstrate that UM-164 induces the translocation of YAP protein from the nucleus and thus inhibits YAP activation and decreases the expression of YAP downstream target genes. In addition, we also verified the theme of this study, namely that inhibition of the Hippo-YAP pathway is the main mechanism of the effects of UM-164 on glioma cells, through diverse in vitro experiments. In addition to the direct inhibitory effect of UM-164 on Src and p38MAPK, this study likewise indicated that UM-164 increases the phosphorylation of YAP. Compared with Dasatinib, which is also a Src inhibitor, UM-164 has shown that it could inhibit the oncogenic activity of YAP and its target protein more effectively.

Our results indeed demonstrated that compared with Src, p38 played a more prominent role in UM-164-treated glioma cells. However, considering the influence of many factors, including the transfection population, cells’ ability to tolerate expression of certain proteins and many more, we are not trying to emphasize the uniqueness of p38 MAPK. Furthermore, we believe that Src, p38 MAPK and even other underlying mechanisms that we have not found in this paper might play important roles in UM-164-induced inhibition of glioma cells and YAP oncogenic activity.

Of note, our in vitro findings have been firmly substantiated in the in vivo mouse model experiments. In our in vivo tumor model, a low dose (5 mg/kg) of UM-164 showed a reliable inhibitory effect on glioma. The use of a low dose can also minimize the toxicity of the drug to animals. Tissue immunohistochemistry and protein detection results have repeatedly and effectively verified that UM-164 could limit the proliferation of glioma cells and arrest the glioma cell cycle in vivo. Consequently, the dominant anti-glioma activity of UM-164 in vivo highlights its potential value in clinical applications.

## 5. Conclusions

Together, our data reveal a mechanism by which UM-164 suppresses glioma cell growth and underscores UM-164 as a promising agent for the treatment of glioma patients.

## Figures and Tables

**Figure 1:**
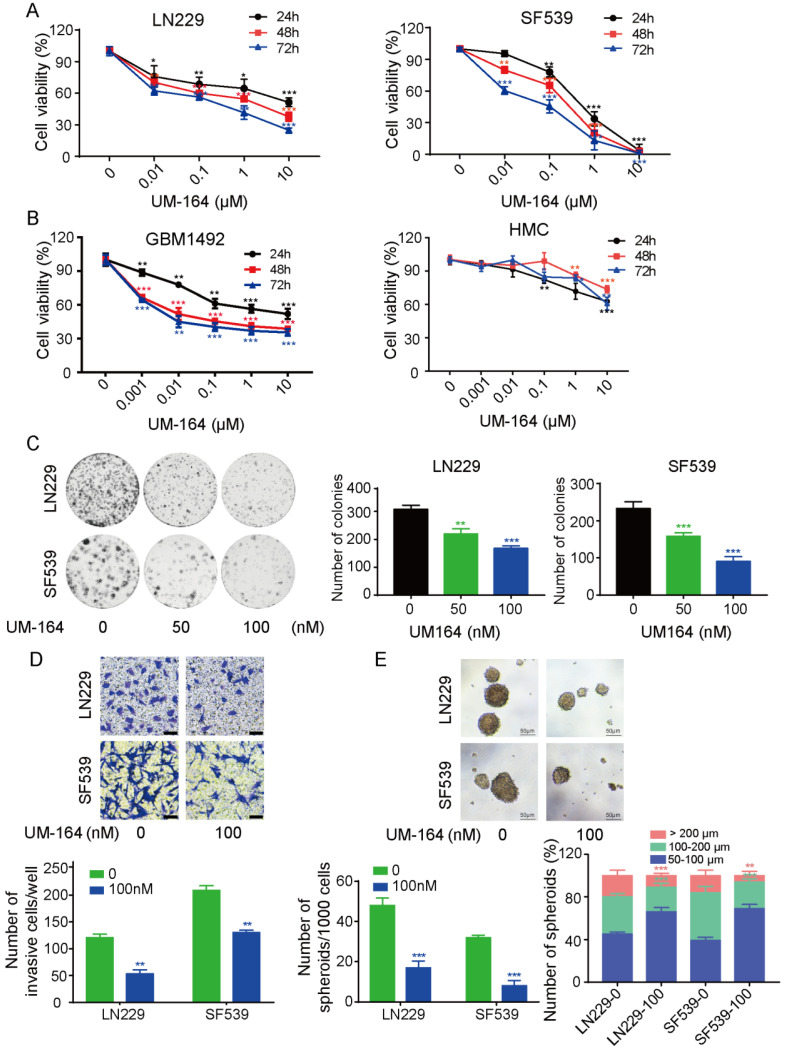
UM-164 inhibits glioma cell viability, proliferation, migration and spheroid formation capability. (**A**) Glioma cell lines LN229 and SF539 were treated with UM-164 at the indicated concentrations (0, 0.01, 0.1, 1, 10 μM) for 24, 48 and 72 h. Cell viability was measured by the CCK8 assay. (**B**) Primary glioma cells (GBM1492) and human microglial cells (HMCs) were treated with UM-164 at the indicated concentrations (0, 0.001, 0.01, 0.1, 1, 10 μM) for 24, 48 and 72 h. Cell viability was measured by the CCK8 assay. (**C**) LN229 and SF539 cells were treated with vehicle control or 50 nM and 100 nM UM-164 and cultured in complete medium for 14 days. The colony formation assay was performed. The number of colonies was counted and presented as the mean ± standard deviation. (**D**) LN229 and SF539 cells were incubated with vehicle control or 100 nM UM-164 and cell migration was examined by the transwell assay. The cells migrating to the bottom of the upper chamber were fixed and stained. The number of migrating cells was counted and measured. (**E**) Spheres of the LN229 and SF539 glioma cell lines treated with vehicle or 100 nM UM-164 in ultra-low-attachment plates. The number and size of spheroids were counted and measured, respectively. All experiments in this figure were performed three times with comparable results. * *p*< 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
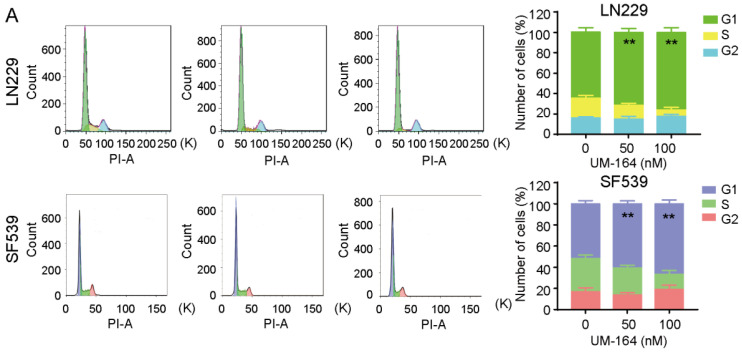

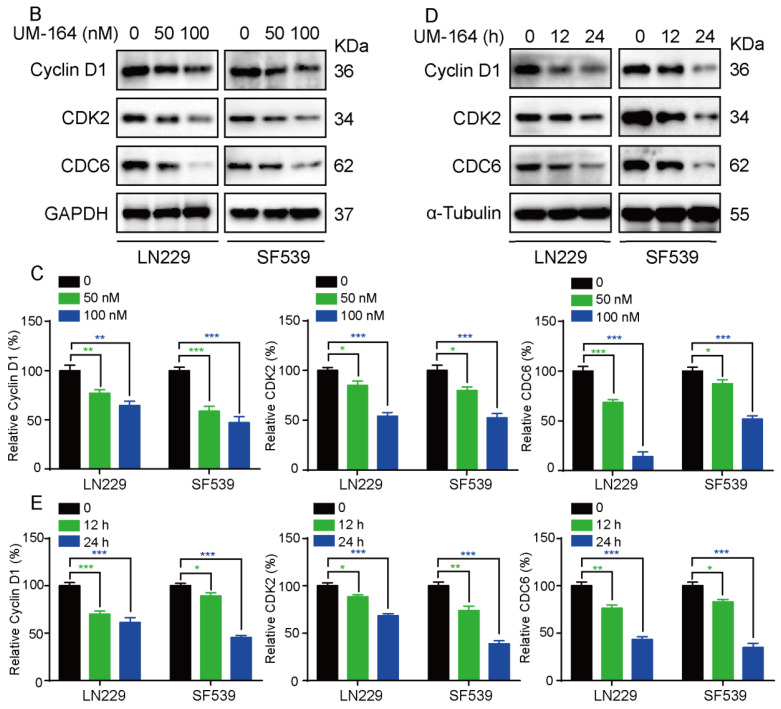
UM-164 regulates the glioma cell cycle. (**A**) LN229 and SF539 cells were treated with vehicle or 100 nM UM-164 and were stained with propidium iodide for cell cycle analysis by flow cytometry at 24 h (left). The percentages of the cell cycle distribution were presented as mean ± SEM (right). (**B**,**C**) LN229 and SF539 cells were treated with vehicle control, 50 nM and 100 nM UM-164 for 24 h; protein levels of Cyclin D1, CDK2 and CDC6 were detected by an immunoblotting (IB) assay. The ratios of Cyclin D1, CDK2 and CDC6 expression relative to GAPDH were represented. (**D**,**E**) LN229 and SF539 cells were treated with vehicle control and 50 nM UM-164 for 24 h or 48 h; protein levels of Cyclin D1, CDK2 and CDC6 were detected by an IB assay. The ratios of Cyclin D1, CDK2 and CDC6 expression relative to GAPDH were represented. Data are represented as mean ± SEM from three independent experiments, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. The uncropped bolts are shown in Supplementary Materials File S1.

**Figure 3:**
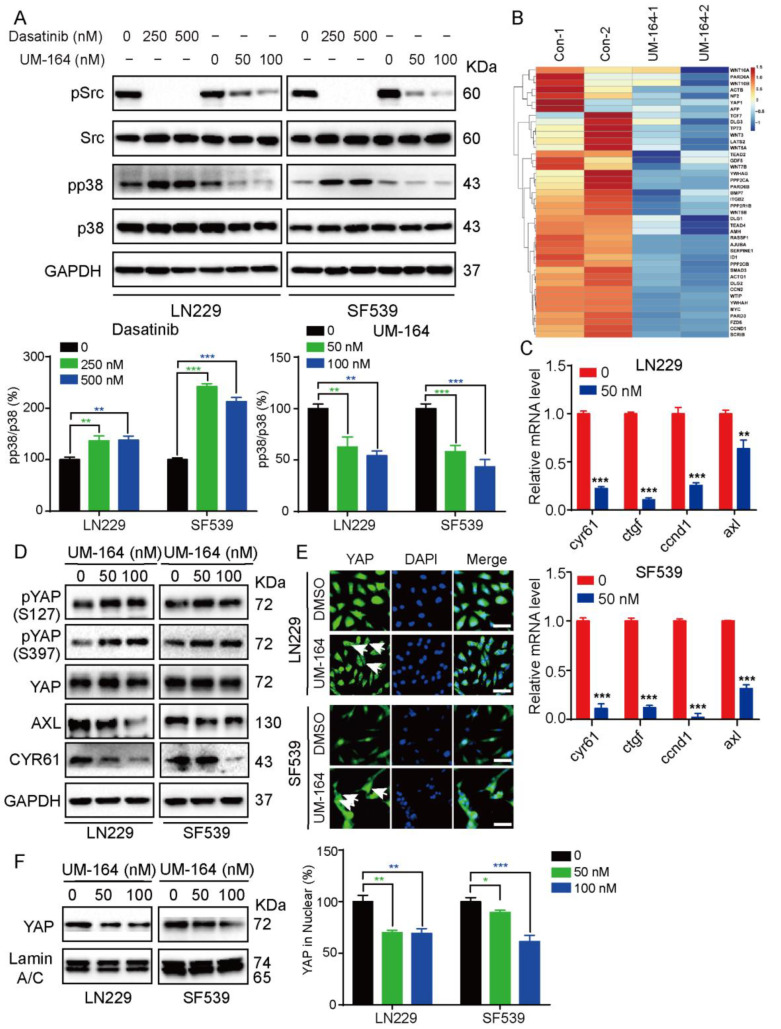
UM-164 downregulates YAP activity. (**A**) LN229 and SF539 cells were treated with Dasatinib (0, 250 and 500 nM) or UM-164 (0, 50 and 100 nM) for 24 h; protein levels of Src and p38 and their phosphorylation species were detected by an IB assay (top). p38 phosphorylation relative to total p38 was quantified (bottom). (**B**) The genes related to the Hippo-YAP pathway that were differentially expressed in LN229 cells exposed to vehicle control or 100 nM UM-164 are shown. (**C**) Real-time quantitative PCR analysis of the mRNA levels of four YAP downstream genes (cyr61, ctgf, cyclind1 and axl) in LN229 and SF539 cells with vehicle control and 50 nM UM-164 treatment. (**D**) IB analysis for YAP, p-YAP, CYR61 and AXL in LN229 and SF539 cells treated with vehicle and 50 nM or 100 nM UM-164. (**E**) Immunofluorescence (IF) staining for YAP (green) in LN229 and SF539 cells after UM-164 treatment for 24 h. Nuclei were stained with DAPI (blue). The white arrows represent the cellular location of YAP. Representative merged images are also shown for fluorescence signals. Scale bar = 25 μm. (**F**) Nucleoprotein in LN229 and SF539 cells treated with 50 or 100 nM UM-164 was isolated with a nuclear and cytoplasmic extraction kit, and protein levels of YAP in the nucleus were detected by IB analysis (left). The percentages of YAP in the nucleus relative to Lamin A/C were represented (right). Mean ± S.D. for three independent experiments is shown. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. The uncropped bolts are shown in Supplementary Materials File S1.

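Of the 38 row labels of Fig. 3B that could be read, 30 had a mean FPKM of at least 1 and were tested, and each of the 30 fold changes was below 0. These genes were shown by the study from the same libraries, so their shared direction is not independent evidence. At an adjusted p under 0.05 from limma 6 of the 30 were lower, and 3 of them had a log2 fold change of -1 or below. The LIM-domain gene AJUBA went from 10.9 ± 0.822 to 3.65 ± 0.162 FPKM (SD, n = 2 each). The 14-3-3 gene YWHAH had a log2 fold change of -0.67 and the actin gene ACTG1 of -0.78 (adjusted p = 0.0356 and 0.0359 from limma). MYC, ID1, RASSF1 and SMAD3 had log2 fold changes of -0.92, -0.79, -0.73 and -0.83 and did not pass, with adjusted p = 0.0539, 0.0528, 0.0532 and 0.0601 from limma. LATS2, TEAD2 and TEAD4 had log2 fold changes of -0.39, -0.38 and -0.40 and did not pass either. In 27 of the 30 genes both UM-164 libraries lay below both vehicle libraries, against 25.5% of all tested genes. Of all 98 tested members of the KEGG Hippo list, these 30 included, 63 had a fold change below 0 and 35 above 0. The other 8 labels, WNT10B, AFP, GDF5, WNT7B, PARD6B, BMP7, ITGB2 and DLG2, had a mean FPKM under 1. In the authors' deposited table 14 of the 38 genes are lower at a q-value under 0.05 and 5 of them also at a log2 fold change of -1 or below. The paper states that a number of Hippo-related genes and YAP targets were among those reduced. It went on to measure CYR61, CTGF, CCND1 and AXL by PCR. It reports lower mRNA of each in LN229 and SF539 cells, at a lower dose of UM-164 than in these libraries (Figure 3C).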

**Figure 4:**
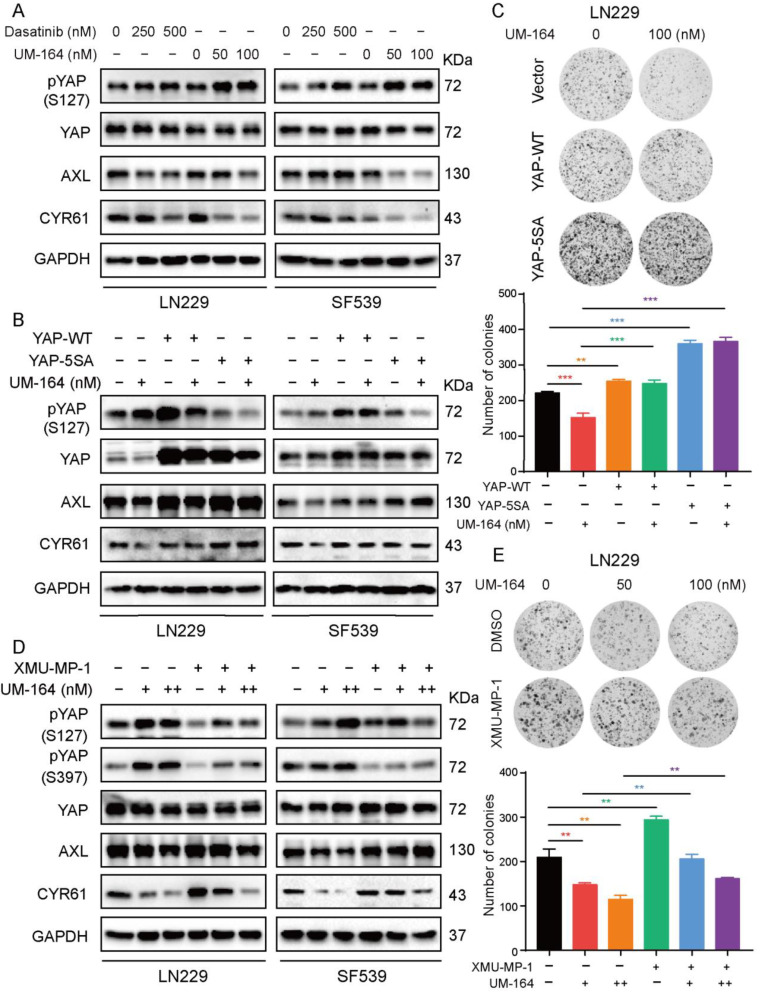
UM-164 suppresses glioma cell growth via the Hippo-YAP pathway. (**A**) LN229 and SF539 cells were incubated with Dasatinib and UM-164 at the indicated concentration for 24 h; protein levels of YAP, pYAP (S127), AXL and CYR61 were detected by IB. (**B**) LN229 and SF539 cells transfected with PQ-vector, YAP-WT or YAP-5SA were treated with vehicle or 100 nM UM-164. Protein expression of YAP, pYAP (S127), AXL and CYR61 was detected by IB. (**C**) Colony formation assays in LN229 cells were performed after the UM-164-exposed cells were infected with YAP-WT and YAP-5SA. The number of colonies was measured. (**D**) LN229 and SF539 cells were pretreated with 1 μM XMU-MP-1 and then treated with vehicle or 100 nM UM-164 for 24 h. Protein expression for YAP, pYAP(S127), pYAP(S397), AXL and CYR61 was detected by IB. (**E**) Colony formation assays in LN229 cells were performed after incubation with XMU-MP-1 and UM-164. The number of colonies was measured. All experiments in this figure were performed three times with comparable results. Data are represented as mean ± S.D. ** *p* < 0.01, *** *p* < 0.001. The uncropped bolts are shown in Supplementary Materials File S1.

**Figure 5:**
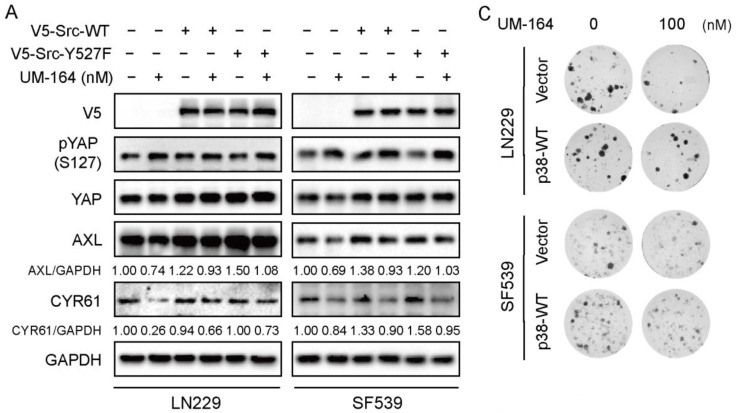

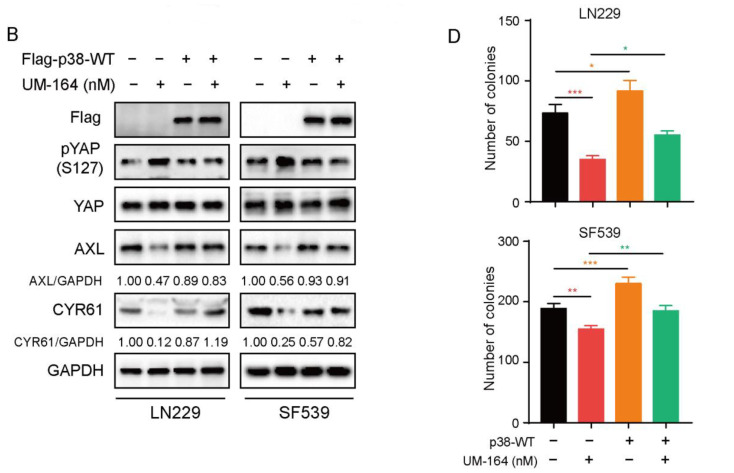
Inactivation of p38 plays a crucial role in UM-164-mediated inhibition of YAP activity. (**A**) LN229 and SF539 cells were transfected with V5-Vector, V5-Src-WT and V5-Src-Y527F, and then treated with vehicle or 100 nM UM-164 for 24 h. IB analysis of pYAP, YAP, AXL and CYR61 expression. The ratios of AXL and CYR61 expression relative to GAPDH were represented. (**B**) LN229 and SF539 cells were transfected with Flag-Vector and Flag-p38, and then treated with vehicle or 100 nM UM-164 for 24 h. IB analysis of pYAP, YAP, AXL and CYR61 expression. The ratios of AXL and CYR61 expression relative to GAPDH were represented. (**C**,**D**) LN229 and SF539 cells were transfected with Flag-Vector and Flag-p38, and then treated with vehicle or 100 nM UM-164; analysis of the ability to form colonies. All experiments in this figure were performed three times with comparable results. Data are represented as mean ± S.D. * *p* < 0.05, ** *p* < 0.01, *** * p* < 0.001. The uncropped bolts are shown in Supplementary Materials File S1.

**Figure 6:**
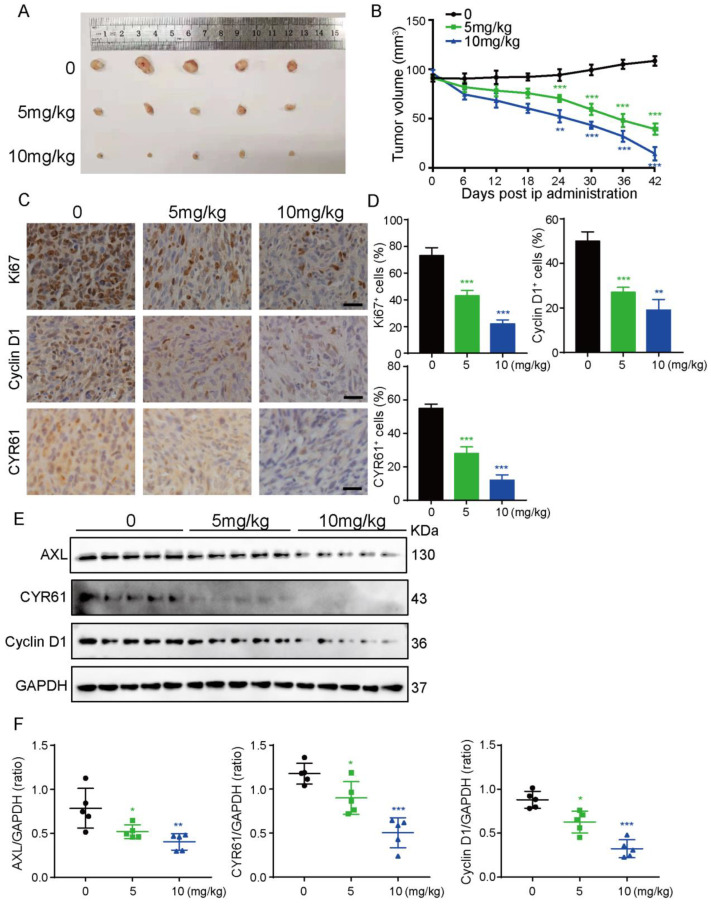
UM-164 shows anti-glioma proliferation capability in vivo. (**A**,**B**) Images and volumes of mice tumors at day 42 derived from subcutaneous injection of 3 × 10^6^ LN229 cells treated with UM-164 (5 mg/kg, 10 mg/kg) or saline administered by intraperitoneal injection (5 mice per group). The graph shows the change in tumor volume with respect to the initial treatment at day 0. (**C**,**D**) Immunochemistry (IHC) analyses of Ki67, Cyclin D1 and CYR61 expression were performed. Scale bar = 50 μm. The ratios of Ki67-, Cyclin D1- and CYR61-staining cells in the LN229 glioma xenografts were counted. (**E**,**F**) Protein levels of AXL, CYR61 and Cyclin D1 in glioma tumor xenografts were detected by IB. The ratios of AXL, CYR61 and Cyclin D1 relative to GAPDH were shown. Data are represented as mean ± S.D. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. The uncropped bolts are shown in Supplementary Materials File S1.

## Data Availability

All data reported in this paper will be shared by the lead contact upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14215343/s1, Figure S1: (a) LN229 and SF539 cell lines were treated with Dasatinib and UM-164. The protein levels of AXL and CYR61 corresponding to GAPDH were quantified and analyzed. * *p*  <  0.05, ** *p*  <  0.01, *** *p*  <  0.001; Figure S2: (a,b) The protein levels of AXL and CYR61 corresponding to GAPDH in LN229 and SF539 cell lines incubated with Dasatinib and UM-164 were quantified and analyzed. (c) LN229 and SF539 cells transfected with PQ-vector, YAP-WT or YAP-5SA were treated with vehicle or 100 nM UM-164. The protein levels of AXL and CYR61 corresponding to GAPDH were calculated and analyzed. (d) LN229 and SF539 cells were pretreated with 1 μM XMU-MP-1, and then treated with vehicle or 100 nM UM-164 for 24 h. The protein levels of AXL and CYR61 corresponding to GAPDH were calculated and analyzed. * *p*  <  0.05, ** *p*  <  0.01, *** *p*  <  0.001; Figure S3: (a) Colony formation assays on SF539 cells were performed after the infection of YAP-WT and YAP-5SA into the cells exposed to UM-164. Number of colonies were measured. (b) Colony formation assays on SF539 cells were performed after the incubation with XMU-MP-1 and UM-164. Number of colonies were measured. ** *p*  <  0.01, *** *p*  <  0.001; Table S1: Key resources information; Table S2: UM-164 vs Con gene differential expression; File S1: The uncropped bolts.

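Table S2 lists, for each gene, its FPKM in the 4 libraries and the authors' fold change, p-value and q-value for UM-164 against vehicle. The copy used here holds the first 1.96% of the 27694 rows, and the deposited table holds all of them. In the authors' deposited table the fold change is the ratio of the mean FPKM of the groups in all 22520 genes above 0 in both, within a tolerance of 1e-06 on the log2 scale. Of the authors' 343 calls in that table at both thresholds, 138 had a mean FPKM under 1, and 45 were listed at 0 in both libraries of a group. Of the 205 with a mean FPKM of at least 1, 87 were among the 151 genes called by limma at an adjusted p under 0.05, and 146 of these 151 genes had an authors' q-value under 0.05.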

# Supplementary material for: UM-164, a Dual Inhibitor of c-Src and p38 MAPK, Suppresses Proliferation of Glioma by Reducing YAP Activity
**Source:** Cancers (Basel). 2022 Oct 29;14(21):5343. doi: 10.3390/cancers14215343
**Supplement:** Supplementary file 1

Supplementary file

Table S1

Antibodies	Source	Identifier
Cyclin D1	Cell Signaling Technology	2922S
CDK2	Santa Cruz Biotechnology	sc-6248
CDC6	Santa Cruz Biotechnology	sc-9964
p-Src416	Cell Signaling Technology	59548
Src	Cell Signaling Technology	2108S
p-p38	Cell Signaling Technology	9215S
p38	Cell Signaling Technology	9212S
p-YAP127	Cell Signaling Technology	4911S
p-YAP397	Cell Signaling Technology	13619S
YAP1	NOVUS	NB110-58358
AXL	Cell Signaling Technology	8861S
CYR61	Santa Cruz Biotechnology	sc-374129
V5-tag	Cell Signaling Technology	13202
Flag-tag	Proteintech	20543-1-AP
Ki67	Abcam	ab16667
GAPDH	HuaBio	ET1601-4
LAMIN A/C	Abcam	ab133256
HRP Conjugated Goat anti-Mouse IgG	HuaBio	HA1006
HRP Conjugated Goat anti-Rabbit IgG	HuaBio	HA1001
Alexa Fluor 488 goat anti rabbit	Invitrogen	A11034

Figure S1

Suppl.Fig1.a

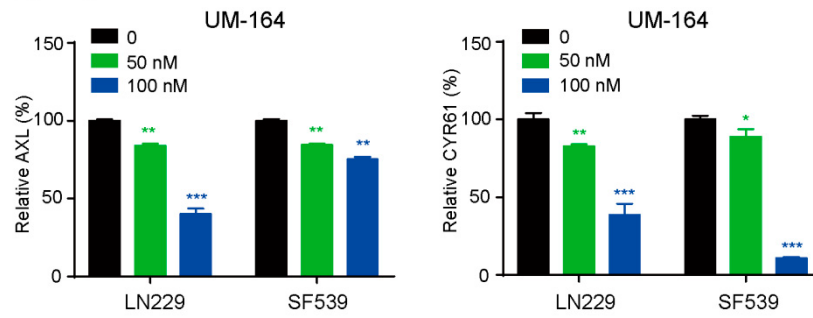

Suppl. Figure 1

(a) LN229 and SF539 cell lines were treated with Dasatinib and UM-164. The protein levels of AXL and CYR61 corresponding to GAPDH were quantified and analyzed. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

Figure S2

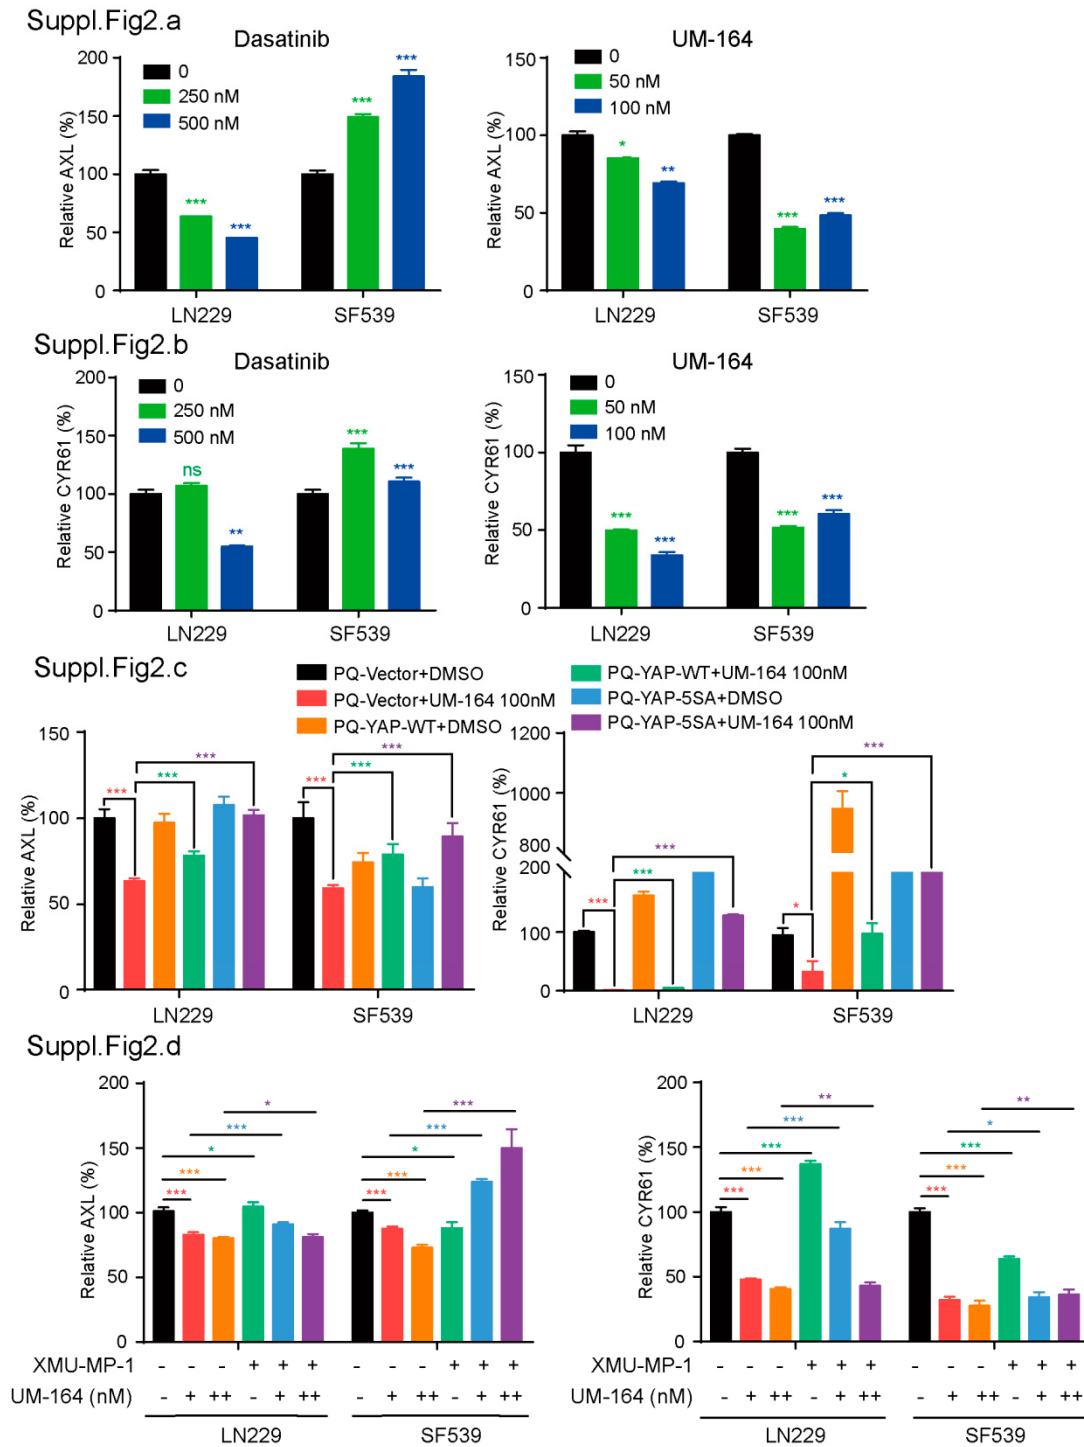

Suppl. Figure S2

(a, b) The protein levels of AXL and CYR61 corresponding to GAPDH in LN229 and SF539 cell lines incubated with Dasatinib and UM-164 were quantified and analyzed.

(c) LN229 and SF539 cells transfected with PQ-vector, YAP-WT or YAP-5SA were treated with vehicle or 100 nM UM-164. The protein levels of AXL and CYR61 corresponding to GAPDH were calculated and analyzed.

(d) LN229 and SF539 cells were pretreated with 1 μ M XMU-MP-1, and then treated with vehicle or 100 nM UM-164 for 24 h. The protein

levels of AXL and CYR61 corresponding to GAPDH were calculated and analyzed. $*p < 0.05$, $**p < 0.01$, $***p < 0.001$.

Fig.S3

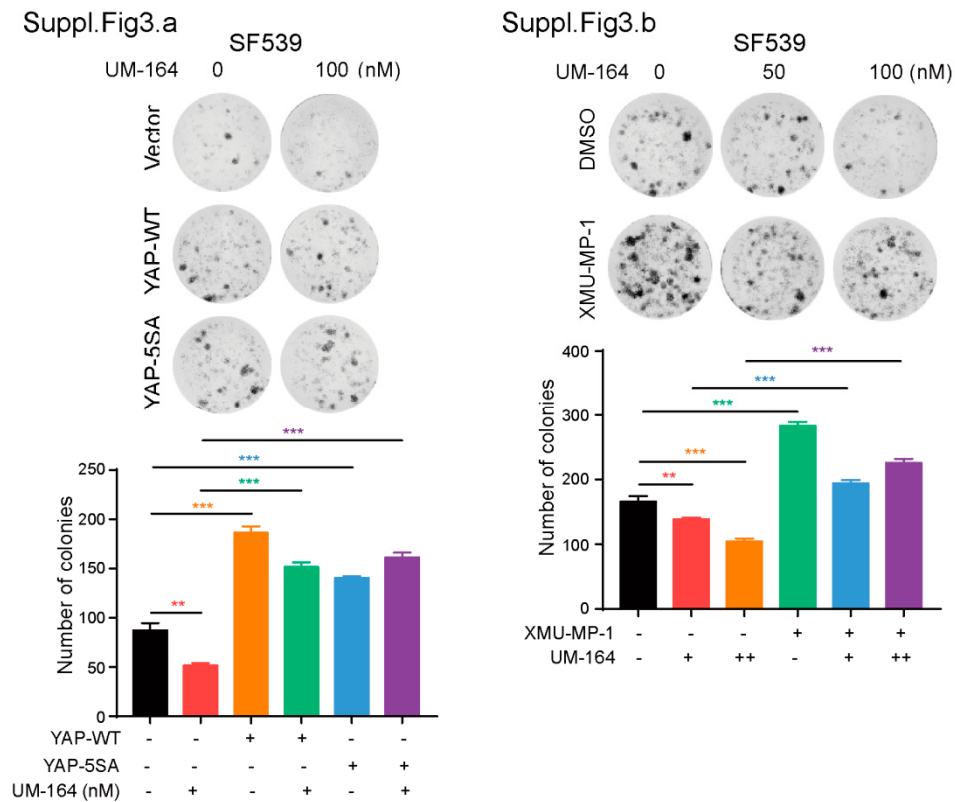

Suppl. Figure S3

(a) Colony formation assays on SF539 cells were performed after the infection of YAP-WT and YAP-5SA into the cells exposed to UM-164. Number of colonies were measured.

(b) Colony formation assays on SF539 cells were performed after the incubation with XMU-MP-1 and UM-164. Number of colonies were measured. $**p < 0.01$, $***p < 0.001$.

How the deposited data were processed for this re-analysis (not part of the article)

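RNA of LN229 cells given vehicle (DMSO, 2 libraries) or 100 nM UM-164 (2 libraries) for 24 h was sequenced for the study. The submitters' processing notes list cutadapt 1.9, FastQC and GRCh38, the series text names HISAT2 and an Ensembl release of the human genome, and the methods name DESeq2 for the comparison of groups. The authors deposited 1 table of 27694 genes with FPKM in each library. It also holds the authors' fold change (a ratio of mean FPKM) and its log2, and the authors' p-value and q-value for each gene. The program that computed FPKM is not given in the sources used here. FPKM divides by transcript length and by the mapped fragments of the library, so an RNA class that takes more of a library lowers the FPKM of all other genes in it.

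From these values, genes with a mean FPKM of at least 1 over the 4 libraries (11516) were kept, 0.5 was added, and log2 values were compared with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend on expression and Benjamini-Hochberg adjustment at 0.05. A gene was also counted at a log2 fold change of at least 1 in size, the threshold of the paper. When only the first part of Table S2 had been read, and before the deposited table was examined, 41 gene lists were set, and the 40 with a tested gene were compared with the other genes by camera with a preset correlation of 0.01 and by camera with an estimated correlation, and were tested by fry for a change of their own, without reference to other genes. Because that part of Table S2 had been read, the lists were not set independently of these data. No endothelial marker had a mean FPKM of at least 1. KEGG membership came from the deposited table, in which 6 KEGG cells were not used here. The genes named were those the paper names or whose labels in Fig. 3B could be read, the 12 largest rises and 12 largest falls among genes at an adjusted p under 0.05 from limma with a mean FPKM of at least 5 in the higher group and groups that do not overlap, and up to 4 members of each list with the smallest p. The first 542 rows of Table S2 had been seen when this rule was set. F3, FZD9, RN7SK, RMRP, RPPH1 and the other signature genes outside the rule were named after their values were seen. The values of some genes under the rule are not reported here.

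Depth could not be counted from FPKM. The step between low values of genes with 1 transcript differed by at most 1.11 times between libraries, and 39.8% to 40.9% of low values lie within 0.05 steps of a multiple of 0.5 steps against 20% by chance, so reads were not recovered. The test was checked on simulated data with 200 changed genes among 11516, where 3.87% of the calls were false. The simulated genes varied independently, with variances drawn from the model that limma fitted to these libraries. The check therefore covers the test under its own model and does not give the error rate in these libraries. Alternatives were another pseudocount (0.1 or 1), no filter or a mean FPKM of at least 5, median-ratio scaling, quantile normalization, protein-coding genes rescaled to one sum, other variance models, each library left out, the replicate number as a block and the authors' p-values over the genes kept. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 made the tables. Coordinates are those of GENCODE v29 on GRCh38.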

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

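All tests of an explanation below were chosen after the results were seen, and their limits were written after the values were known. The paper does not discuss the genes and lists named here.

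Ribosomal and 7SL RNAs were higher in the UM-164 libraries. RN7SL2, RN7SL4P and RN7SL1 had log2 fold changes of 3.33, 3.23 and 2.26, MT-RNR1 of 1.64, and 4 clone-named RNAs of chromosome 21, FP236383 and FP671120, which have several near-identical copies, of 1.82, 1.78, 1.75 and 1.73; the mean over the 11 tested RNAs of the list, which also holds RN7SK, RMRP and RPPH1, was 1.83. More mitochondrial transcripts of every kind are argued against, since the 13 mitochondrial protein genes had a median of 0.15 and a highest value of 0.41, against log2 fold changes of 1.64 and 1.15 for the mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2. More RNA without a poly(A) tail in the UM-164 libraries cannot be told apart from an effect of UM-164, because the libraries of each group share one treatment and 9 histone genes ran from -0.32 to 1.495 with a median of 0.17. An effect of UM-164 on these RNAs was not tested.

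Some of the largest fold changes were in genes that share exons with others, or, for GAGE12D, in a family of near-identical copies. MIR4426 had a log2 fold change of 6.14, and GAGE12D and RPL17-C18orf32, both listed at 0 in the vehicle libraries, had a mean of 20.1 and 18.9 FPKM in the UM-164 libraries. Of the 5 called genes with a log2 fold change of at least 4 in size, 4 had at least 50% of their exon length in another gene on the same strand. These genes prompted the question, so the other calls were tested: 5 of 146 shared exons in this way, against 2.60% of genes not called (Fisher's exact test, two-sided, p = 0.435), and 2 of the 13 with a log2 fold change of at least 2 in size (15.4%, p = 0.0438 against 2.59% of other genes). Whether shared reads account for the calls stays open, because the tests over these sets differ. Reads moved to GAGE12D from the other GAGE copies stay open too: the summed FPKM of the other 9 copies had a log2 ratio of 0.45, and a rise of the whole family would hide such a transfer.

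MYCN had a log2 fold change of 1.64. The mean log2 fold change was 0.43 for NRF2 target genes, 0.44 for interferon-stimulated genes, 0.66 for glial and neural stem cell genes, 0.19 for mitochondrially encoded protein genes, 0.20 for KEGG ribosome genes and 0.12 for KEGG oxidative phosphorylation genes. Each of these lists was higher at an adjusted p under 0.05 from camera with the preset correlation and none with an estimated correlation (lowest adjusted p = 0.259 over the 40 lists), and under quantile normalization the mitochondrially encoded protein genes were lower. The mitochondrially encoded protein genes also lost the call without UM-164 replicate 1 (adjusted p = 0.154 from camera) and with no filter on low values (0.0554), and the interferon-stimulated genes and the glial and neural stem cell genes at a mean FPKM of at least 5 (0.308 for both). By fry, directional, the adjusted p was 0.0976 for interferon-stimulated genes, 0.169 for mitochondrially encoded protein genes, 0.116 for KEGG ribosome genes and 0.0896 for KEGG oxidative phosphorylation genes.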

How the results depend on the processing

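Counts of called genes depended on the setting; apart from fewer genes or libraries in the test, the cause was not tested. At both thresholds, against 39 higher and 49 lower, there were 3 and 1 with no filter, 22 and 28 with no trend, 105 and 107 with the authors' p-values over the genes kept, and 4 to 43 and 0 to 70 with a library left out. At the adjusted p alone, against 52 and 99, there were 3 and 1 with no filter, 22 and 28 with no trend, 90 and 173 with robust variances, 96 and 227 over protein-coding genes, 363 and 728 with the authors' p-values, 158 lower at a mean FPKM of at least 5, and 4 to 45 and 0 to 70 with a library left out. With either vehicle library left out limma called 0 genes lower, with 1292 and 1081 at an unadjusted p under 0.05; the lone library is then assumed to vary like the other group. Replicate numbers did not pair the libraries (correlation of deviations -0.056, 2 pairs), and with the replicate block 44 were higher and 59 lower at both thresholds, 57 and 107 at the adjusted p alone.

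Of 40 lists, 19 were lower and 7 higher with the preset correlation, 0 and 0 with an estimated correlation, and 12 and 4 by fry, directional. Camera with an estimated correlation rests on the few degrees of freedom of 4 libraries. Its misses therefore do not show that correlation between genes accounts for the lists. The YAP/TAZ signature had an adjusted p = 0.266 and the KEGG Hippo list 0.489 with an estimated correlation, and the Hippo list 0.145 by fry, directional; under the other directional settings both kept their direction and stayed under 0.05, the signature from 2.59e-11 to 0.0353 and the Hippo list from 0.00168 to 0.0262. By fry, mixed, which ignores direction, both had an adjusted p = 0.00123. Of 168 named genes, 63 passed; over 15 settings 2072 values stayed on their side of the threshold in the same direction, 271 lost the call and 118 gained it.

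Some signs turned. Under quantile normalization the mitochondrially encoded protein genes were lower (adjusted p = 0.00184 from camera), and GAPDH and MT-CO2, which had not passed, were called lower at log2 fold changes of -0.41 and -0.40 (adjusted p = 0.0162 for both from limma), while MT-ND3, at -0.12, did not pass (adjusted p = 0.392 from limma). Lists that passed under neither setting turned at these adjusted p from camera: Src and p38 genes 0.940 with no filter, 0.903 at a mean FPKM of at least 5 and 0.971 by quantile normalization; cyclin-dependent kinase inhibitors and p53 targets 0.948 and unfolded protein response genes 0.884 at a mean FPKM of at least 5; apoptosis regulators 0.796 by fry; microglial and blood cell markers 1.00 with no filter. Some of these lists and epithelial markers also turned with a library left out, where adjusted p ran from 0.571 to 0.916 for Src and p38 genes, 0.458 to 0.951 for p53 targets, 0.457 to 0.885 for unfolded protein response genes, 0.356 to 0.916 for apoptosis regulators, 0.163 to 0.929 for microglial and blood cell markers and 0.303 to 0.948 for epithelial markers. With a library left out the log2 fold change ran from -0.063 to 1.03 for MAPK14, -0.11 to 0.039 for STK3, -0.27 to 0.90 for TEAD3, -0.35 to 2.17 for HBB, -0.18 to 1.35 for HBA1, -0.034 to 0.20 for CD68 and -0.28 to 0.42 for KRT18, none past the threshold.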

Differences from the paper's values

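The paper gives 172 genes upregulated and 171 downregulated by UM-164 at its thresholds, and limma on the deposited FPKM gave 39 and 49 at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. None of the 15 alternatives set before the deposited table was examined, when the first part of Table S2 had been read, came within 1.5 times of the paper's counts; the nearest were the authors' deposited p-values adjusted over the genes tested, with 105 and 107. The authors' deposited table itself, over all 27694 rows at the paper's thresholds, holds 172 and 171.

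The legend of Fig. 3B presents its genes as differentially expressed. All 30 tested labels had a fold change below 0, and 6 of them passed at an adjusted p under 0.05 from limma. In the authors' deposited table 14 of the 38 labels have a q-value under 0.05, and 5 also meet the fold threshold of the methods. For CCN1, CCN2, CCND1 and AXL the paper's log2 fold changes in Table S2 are -2.69, -2.36, -1.01 and -0.94, and those found here are -2.61, -2.32, -0.997 and -0.93. Both sets come from the same FPKM values, so their closeness is not an independent check.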

Other observations

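All tests of an explanation below were chosen after the results were seen. Of 23 G1/S genes, CCND1 was lower and none was higher at an adjusted p under 0.05 from limma (14 lower when adjusted over the list alone), and 22 of the 23 fold changes were below 0. Of 20 G2/M genes, UBE2C, PLK1, AURKA and TPX2 were lower and none was higher (12 lower when adjusted over the list alone), at log2 fold changes of -0.92, -0.76, -0.66 and -0.72. The camera test gave adjusted p = 2.49e-09 and 2.12e-08 for these lists, and adjusted p = 0.259 and 0.264 with an estimated correlation. The paper reports lower protein of cyclin D1, CDK6 or CDK2 and CDC6 in other experiments; here CDK6, CDK2 and CDC6 had log2 fold changes of -0.35, -0.47 and -0.12 and did not pass (adjusted p = 0.403, 0.193 and 0.564 from limma), while adjusted over the G1/S list alone CDK2 passed (adjusted p = 0.0455 from limma) and CDK6 and CDC6 did not (0.179 and 0.327).

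Of 17 glycolysis and hypoxia genes, ADM, ENO2, BNIP3 and PFKP were lower and none was higher (11 lower when adjusted over the list alone), at log2 fold changes of -1.37, -0.91, -0.75 and -0.78. The camera test gave an adjusted p = 2.17e-08 for the list, and an adjusted p = 0.259 with an estimated correlation. None of 17 cholesterol biosynthesis genes passed in limma, also when adjusted over the list alone, and 14 of their fold changes were below 0; the camera test placed the list lower with an adjusted p = 0.00835, and it did not pass with an estimated correlation (adjusted p = 0.264), without UM-164 replicate 1 (0.0969), at a mean FPKM of at least 5 (0.0539) or by fry, directional (0.0723). None of 10 interferon-stimulated genes passed in limma (3 higher when adjusted over the list alone); the camera test placed the list higher with an adjusted p = 0.00235, and it did not pass with an estimated correlation (adjusted p = 0.489), at a mean FPKM of at least 5 (0.308) or by fry, directional (0.0976).

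The fall of the YAP/TAZ signature was set against 3 explanations. Dilution by the larger ribosomal RNA share is argued against, since over protein-coding genes rescaled to one sum the mean log2 fold change of the signature was -0.78. The expression level of its genes is argued against as well, since none of 10000 random lists matched on mean FPKM had a median as low as -0.62 (the lowest was -0.29), a share of at most 0.01%, the smallest they can give. Fewer proliferating cells remain open as a part of it, since the 107 KEGG cell cycle genes had a median of -0.20, below 0 but above that of the signature. The G1/S and G2/M lists had medians of -0.46 and -0.44, nearer to that of the signature. By flow cytometry, the paper reports more LN229 cells in the G1 phase after UM-164 (Figure 2A). That lower YAP activity accounts for the fall is a hypothesis that these libraries alone cannot decide, because other lists fell too. Of 8 AP-1 subunits, which act on many of the same genes, 3 were lower. In the SRF/MRTF and actin cytoskeleton list 18 of 19 fold changes were below 0. Outside these libraries, the paper reports that added YAP-WT or YAP-5SA kept UM-164 from lowering AXL and CYR61 protein (Figure 4B). It also reports more phosphorylated YAP (Figure 3D) and less YAP in the nucleus (Figure 3E,F) after UM-164. The MST1/2 inhibitor XMU-MP-1 is reported there to have reversed the fall of YAP targets (Figure 4D).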
